A study of Arabidopsis thaliana with 18 samples. Its data were reported in "The global translation profile in a ribosomal protein mutant resembles that of an eIF3 mutant" (2013).

How the data were processed

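RNA of aerial parts of Arabidopsis seedlings was measured on Affymetrix ATH1 arrays in wild type and in the rpl24b mutant allele stv1-1, which the labels place in the Ws ecotype. The plants were 10 to 12 days old and had grown on 1% sucrose at 22 °C with 16 h of light and 8 h of dark. Harvest was at 6 h of the light period. Sucrose gradients divided the RNA into a polysomal fraction (PL) and a nonpolysomal fraction that includes monosomes (NP), and total RNA (TC) was taken beside them. There were 3 plant samples per genotype, hence 18 arrays in 6 groups of 3, and their number limits the precision.

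The authors extracted the deposited signals with R/Bioconductor and the affy package as RMA signal per array on the log2 scale, and the deposited translation states are log2(PL) minus log2(NP) of the same plant sample, also on the log2 scale. Versions of these tools were not stated. The values of the TC arrays have another median than those of the PL and NP arrays, as if the authors had normalized them as a set of their own, so signals were compared between genotypes within a fraction or as PL against NP. The deposited translation states differed from the difference of the deposited PL and NP signals by at most 0.001. All 22746 probe sets were used, and 0 control probe sets were among them.

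Probe sets were named from the platform's own list (13523 with 1 symbol and 493 with several), the published r-protein catalogues (89 more) and the study's gene lists (456 more), and 8185 stayed unnamed here. Translation state (TL) was computed as log2(PL) minus log2(NP) for each plant sample. The change between genotypes (ΔTL, mutant minus wild type) and those in TC, PL and NP were tested 3 against 3 with limma 3.58.1 (lmFit, eBayes) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold as the call. The probe sets, the test, its thresholds and the gene lists were chosen before the data were examined.

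Gene lists covered cytosolic r-proteins, nuclear-encoded and organelle-encoded r-proteins of plastids and mitochondria, ribosome biogenesis, initiation factors, histones, nuclear photosynthesis genes, all plastid-encoded and mitochondrion-encoded genes, pseudogenes and r-protein pseudogenes. These 14 lists with at least 5 probe sets were tested with limma's camera at a preset correlation of 0.01, adjusted over lists, and again with an estimated correlation. Fry was run beside it and tests a list against no change, not against other probe sets. Another 11 lists had fewer than 5 probe sets named here and were not tested as lists. Since the reference held no coding lengths, the 10 families that the study's text names as examples of lower loading were set beside all others. A permutation test across genes was run on them, but as the families were chosen on these samples for being lower its p has no meaning and is not given. Coding length, upstream open reading frames and resistance gene descriptions were not analysed here, for lack of an annotation. The genes bZIP11, ARF3 and ARF5 and the eif3h, pab2 pab8 and eif3k mutants were not analysed here either.

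Genes named in the text followed a rule. It took RPL24A, RPL24B, RPL24C, CPC and called neighbours of RPL24B, the 10 largest increases and decreases with the same sign in all 3 replicates, 1 locus and a mean signal at or above the median, the 3 largest without that minimum, in each list up to 2 members with the largest and 2 with the smallest change and called r-proteins, and genes and paralog families discussed in the study's text. From these the text gives the ones that describe each group. The resistance genes and other transcripts named among those lost or gained in the mutant were chosen after their values were seen.

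The labels say that the 3 replicates were grown at different times with the mutant alongside wild type, so the replicate numbers pair the samples. Deviations of same-numbered wild-type and mutant samples from their group means correlated at 0.14 to 0.39 in TC, against -0.36 to -0.03 for other pairs, at 0.05 to 0.28 in PL, at -0.19 to 0.06 in NP and at -0.05 to 0.03 in TL. As deviations from a group mean cancel out, higher values for same-numbered pairs force lower ones for other pairs, so this contrast is partly arithmetic. The test in the study's methods has no such term, so the fit with a replicate block was an alternative.

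The labels do not give the ecotype of the wild type, and the study's methods place wild-type plants in Columbia and the mutant in Ws. The same methods say that the mutant was grown alongside the corresponding wild type, without naming its ecotype there. If the wild type of these arrays was Columbia, then strain and genotype cannot be told apart in any comparison, and each value is a difference between both plants. The mutant also has a deletion that reaches beyond RPL24B.

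The method was tested on simulated data drawn with the mean and SD of each probe set, with changes added to 200 of them. In TL adjusted p was passed by 37.3%, 65.7% and 93.9% of changes of 1, 1.5 and 2 on the log2 scale, and in TC by 77.6%, 97.0% and 100%. With the 2-fold minimum of a call, 15 of 67 changes of 1 were called in TL and 31 of 67 in TC. Among unchanged probe sets 2 were called in TL and 3 in TC, and with no change added 0 calls were made in either. A list shift of 0.3 was estimated as 0.32 in TL and 0.31 in TC. Each probe set was simulated independently of the others. In the arrays camera estimated a correlation among cytosolic r-protein members of 0.17 in TL and 0.53 in TC. The simulation thus does not give the precision of list means or the rate of false calls under such correlation.

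Alternatives were a replicate block, quantile normalization of all arrays, centring each array on its median, a minimum signal at the median, probe sets of 1 locus, eBayes with trend and robust, the deposited translation states, 1 model over the 12 PL and NP arrays with an interaction and a block per plant sample (consensus correlation 0.185), other fold minimums, the study's ad hoc filter, and leaving out each sample in turn. A count without probe sets dim in 1 genotype, and the grouping of 10 r-protein families, were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.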

Results

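The 18 arrays held the RNA of aerial seedling tissue from wild type and the rpl24b mutant, which lacks the ribosomal protein (r-protein) gene RPL24B, an L24 protein of the large cytosolic subunit. From each of 3 plant samples per genotype, 3 RNA preparations were measured, namely polysomal RNA (PL), nonpolysomal RNA with monosomes (NP) and total RNA (TC), so that 6 groups held 3 arrays each. Every array gave a log2 signal for each probe set, between 1.87 and 14.26. Arrays of the same group correlated with a mean Pearson r between 0.982 and 0.994. The median signal was 5.34 to 5.41 in TC arrays and 4.90 to 5.07 in PL and NP arrays, except in the NP array of wild-type replicate 2, where it was 4.65. For arrays their number limits the precision. Of what follows, the division of called probe sets by a dim signal and the grouping of 10 r-protein families were chosen after the data were seen.

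RPL24B was the mRNA that the mutant lost most clearly. Its TC signal was 10.12 ± 0.14 (SD, n = 3) in wild type and 3.62 ± 0.17 (SD, n = 3) in rpl24b, a change of -6.50 ± 0.12 (SE, limma, adjusted p = 2.88e-08). The CPC gene, whose product is a small MYB protein of epidermal patterning and which the mutant carries as a transgene, went from 3.32 to 10.71, a change of 7.40 ± 0.15 (SE, adjusted p = 2.88e-08). Transcripts of the paralogs RPL24A and RPL24C were higher in the mutant, by 0.49 ± 0.13 (SE, adjusted p = 0.0329) and 1.01 ± 0.16 (SE, adjusted p = 0.00458). RPL24C stood at the 2-fold minimum and no longer reached it without wild-type replicate 2, without rpl24b replicate 3 or with each array centred on its median. Loci beside RPL24B were counted only where a probe set was named here, and the 8185 unnamed probe sets could not be placed. Of 62 probe sets within 30 such loci on either side, 6 including RPL24B passed the test in total RNA. Some names came from the study's gene lists, so 6 of 62 is not a rate for all neighbours. SK6, an SKP1-like protein, rose by 5.27 and AT3G52390 by 1.38, while SRPK4, a kinase of SR proteins, fell by 2.59, PAL2, a phenylalanine ammonia-lyase, fell by 1.3 and AT3G53380 fell by 1.25.

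**Figure D1:**
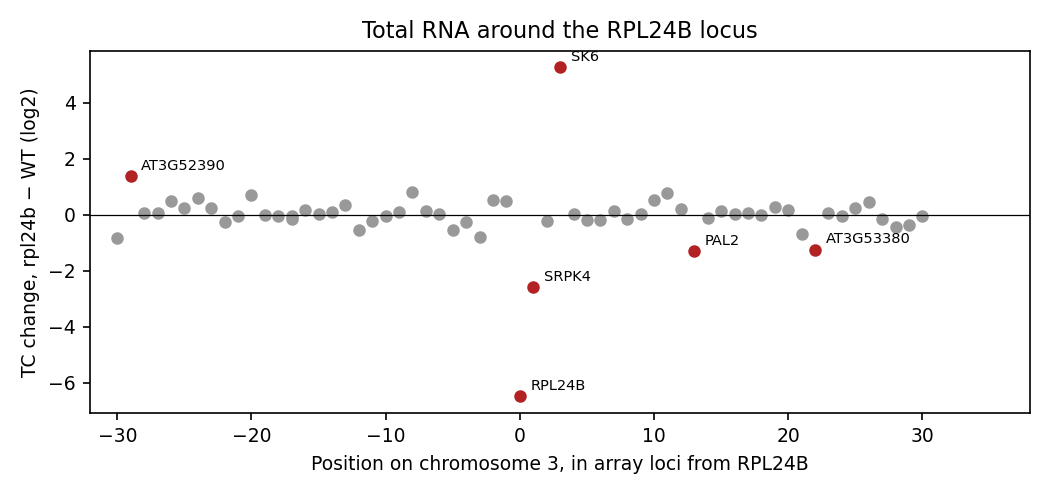
Change in total RNA (rpl24b minus WT, log2, mean of 3 arrays each) of the probe sets around RPL24B on chromosome 3, by their order among the loci with a probe set named here. Red points passed adjusted p and the 2-fold minimum in limma and are named, with RPL24B at -6.50 and SK6 at 5.27, and grey points did not.

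The central question was which mRNAs the mutant loads with ribosomes differently from wild type. The mRNAs named first had a PL signal, an NP signal or both at or above the median over probe sets in each genotype. Overtranslated in rpl24b were RPL18aC, with a translation state (TL, log2 PL minus log2 NP) of -1.34 ± 0.24 in wild type and 0.54 ± 0.12 in the mutant (SD, n = 3), CAC2, the biotin carboxylase subunit of the plastid acetyl-CoA carboxylase (-0.29 to 1.38), GAMMA CAL2, a carbonic anhydrase-like protein of mitochondrial complex I (-0.95 to 0.70), and AT1G02300, a cathepsin B-like protease (-1.96 to 0.31). Undertranslated were ACX5, a peroxisomal acyl-CoA oxidase (-0.09 to -2.11), CRK22, a cysteine-rich receptor-like kinase (0.14 to -1.73), JAL33, a jacalin-related lectin (0.89 to -0.86), and AT1G50290 (-1.44 to -3.30). All of these kept their call when any 1 sample was left out.

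In total 138 of all probe sets changed TL at least 2-fold with adjusted p under 0.05, 57 of them higher and 81 lower. Each had the same sign in all 3 replicates, which these thresholds nearly require. The count was 90 without wild-type replicate 1, 145 without wild-type replicate 2, 103 without wild-type replicate 3, 69 without rpl24b replicate 1, 76 without rpl24b replicate 2 and 61 without rpl24b replicate 3. With each array centred on its median, which moved the median TL change of all probe sets by 0.11, there were 117 higher and 69 lower, so the balance between both directions turned.

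The ΔTL of the overtranslated mRNAs was 1.88 ± 0.18 for RPL18aC (SE, adjusted p = 4.32e-04), 1.68 ± 0.18 for CAC2 (8.02e-04), 1.65 ± 0.18 for GAMMA CAL2 (8.02e-04), 2.28 ± 0.17 for AT1G02300 (1.41e-04) and 1.59 ± 0.17 for DFL2 (8.02e-04), a member of the GH3 family of auxin-conjugating enzymes. In RPL18aC, CAC2 and GAMMA CAL2 the larger change was in the NP signal, with NP changes of -1.52, -1.97 and -1.24 beside PL changes of 0.36, -0.29 and 0.40. AT1G02300 and DFL2 had the reverse, with PL changes of 2.57 and 1.31 beside NP changes of 0.29 and -0.28. Among the undertranslated mRNAs the ΔTL was -2.03 ± 0.19 for ACX5 (adjusted p = 3.97e-04), -1.86 ± 0.19 for CRK22 (6.61e-04), -1.86 ± 0.19 for AT1G50290 (6.77e-04) and -1.75 ± 0.21 for JAL33 (0.00162). ACX5 and AT1G50290 had a higher NP signal in the mutant (2.44 and 3.37), and CRK22 a lower PL signal (-1.85) with an NP change of 0.01.

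Most of the largest changes came from mRNAs with a dim signal in 1 genotype, that is with mean PL and NP signals both below the median over probe sets of 4.97. RPP0A, a P0 r-protein of the ribosomal stalk, had a ΔTL of 2.96 ± 0.32 (SE, adjusted p = 0.00101) and was dim in the mutant, where its TC fell by 2.11. AT5G56380 (2.74 ± 0.26), AT5G26270 (1.76 ± 0.24) and CNGC12, a cyclic nucleotide-gated channel (1.59 ± 0.19), were also dim in the mutant. AT2G15560 (-3.22 ± 0.36), AT5G15420 (-2.31 ± 0.23), AT1G58025 (-2.29 ± 0.17) and AT5G15360 (-1.90 ± 0.17) were dim in wild type. Such probe sets made up 56 of the 138 calls (40.6%) and 4.31% of all probe sets. Without them, and with p adjusted again, 69 probe sets passed, 32 higher and 37 lower.

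**Figure D2:**
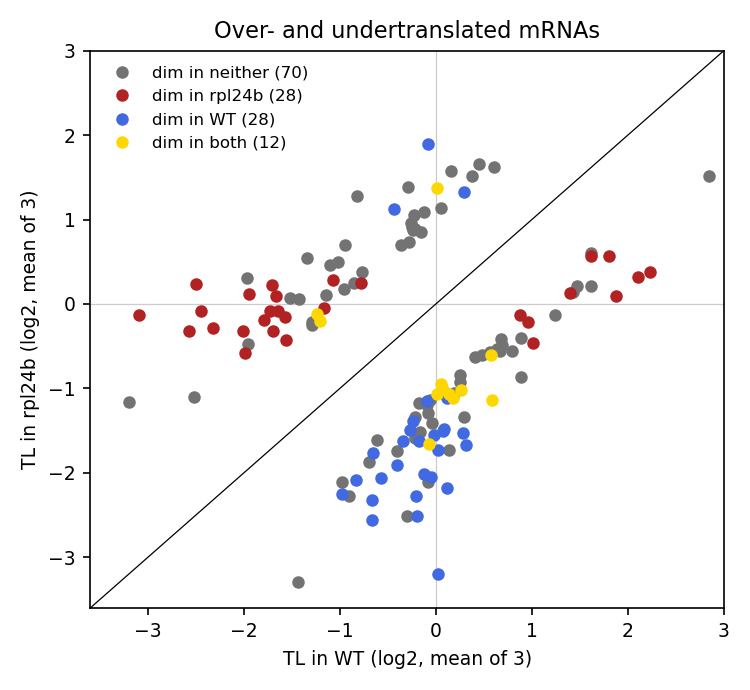
TL in WT and in rpl24b (log2, mean of 3 samples each) of the mRNAs that changed TL at least 2-fold with adjusted p under 0.05 in limma, with the line of equal TL. Colours give whether the PL and NP signals were both below the median over probe sets in 1 genotype, and 70 points were dim in neither genotype.

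The mRNAs of the translation machinery were compared as lists. Of 216 probe sets of cytosolic r-proteins, 151 had a higher and 65 a lower TL in the mutant, with a mean ΔTL of 0.24 and means per replicate of 0.37, 0.29 and 0.05. In 18 the TL rose and in 3 it fell with adjusted p under 0.05 over all probe sets, and adjusted over the list alone these numbers were 58 and 10. RPL18aC, RPL13D (1.51 ± 0.19) and RPL3A (1.28 ± 0.17) rose at least 2-fold and kept their call without any 1 sample. RPL7D (1.25 ± 0.22), RPS2C (1.21 ± 0.20), RPL13aB (1.1 ± 0.21), RPS6B (1.06 ± 0.19) and RPL7C (1.00 ± 0.18) rose as well, but lost the call without rpl24b replicate 1 and without rpl24b replicate 3, among others. RPL29A fell by 1.09, RPS30A by 1.41 and RPL24B itself, dim in the mutant, by 1.48, and these 3 calls ended without any 1 of the rpl24b replicates. The mutant lacks RPL24B, whose PL and NP signals changed by -7.41 and -5.93. Its TL there compares signals near background and does not measure loading. Other scaling or variance settings ended calls too, quantile normalization those of RPS6B, RPL7C and RPL24B, centring that of RPL29A, and trend and robust in eBayes that of RPS30A. Against the other probe sets the list was shifted upward by camera with its preset correlation of 0.01 (adjusted p = 2.56e-15). With an estimated correlation adjusted p was 0.205. By fry, which tests the list against no change and not against other probe sets, adjusted p was 0.110.

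Within r-protein families the paralogs differed. In wild type TL ranged from -2.59 for RPS12B to 1.08 for RPS12C and from -3.1 for RPP0A to 0.34 for RPP0C. RPL4D and RPS3aA, both well loaded in wild type, had a ΔTL of 0.20 ± 0.16 and -0.02, while RPL3B, the paralog of RPL3A, was at -0.58 ± 0.21 and RPL12B at -0.62 ± 0.18, all without passing the test. The pseudogene copies RPS12B and RPS25C had values of -0.39 and -0.33 and did not pass either.

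The study names 10 families of small r-proteins as examples of lower loading in these samples. The 28 probe sets of these families (L29, L35a, L36a, L37a, L39, S21, S25, S27, S28 and S30) had a mean ΔTL of -0.42 and the other 188 a mean of 0.33, and the difference was -0.69, -0.65 and -0.93 in the 3 replicates. Of the named families 24 probe sets were lower and 2 passed adjusted p downward, and of the others 147 were higher, with 18 passing upward and 1 downward. That 1 was RPL24B, which the mutant lacks. As the families were chosen on these samples for being lower, the difference is a description and not independent evidence, and a permutation test that was run on it is void. It does not divide r-proteins by size, since short ones such as RPL41E/D/G are among the other families.

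**Figure D3:**
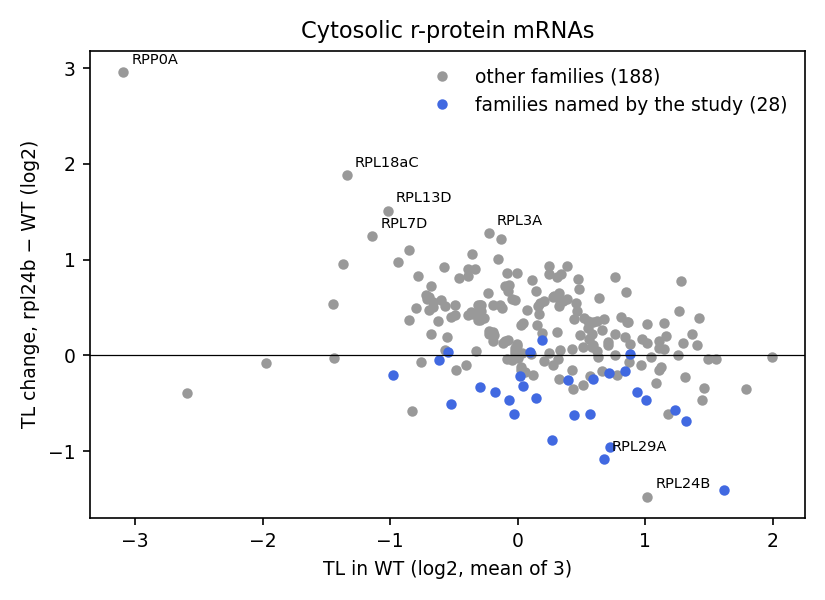
TL change (rpl24b minus WT, log2) of 216 cytosolic r-protein probe sets against their TL in WT (log2, mean of 3), with the 10 families that the study names as examples of lower loading in blue. These families had a mean of -0.42 and the other families of 0.33.

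mRNAs of ribosome biogenesis had a mean ΔTL of 0.38, with 15 of 18 probe sets higher. AT1G52930 rose by 1.42 ± 0.18 (SE, adjusted p = 0.00236) and AT3G23620 by 0.99 ± 0.16 (0.0152), these being the 2 that passed, against 7 adjusted over the list alone. Nuclear-encoded r-proteins of the organelles had a mean of 0.19 over 95 probe sets, 66 higher and 29 lower, with 3 passing upward and 12 upward and 1 downward adjusted over the list alone. Their mitochondrial part had a mean of 0.27 (46 probe sets), in which mRPS18 (1.14 ± 0.19) and mRPL12 (1.07 ± 0.19) rose, though each lost its call without any 1 of the rpl24b replicates, and their plastid part a mean of 0.12 (49 probe sets, 0.06 without wild-type replicate 1 and 0.18 without wild-type replicate 2, with replicate means of 0.29, -0.02 and 0.08), in which pRPS9 rose by 0.91 ± 0.18. Initiation factors had a mean of 0.20 over 14 probe sets, 9 higher, of which 0 passed by limma and 2 had an unadjusted p under 0.05. The eIF3 subunits EIF3K (0.63 ± 0.22) and EIF3G1 (0.47 ± 0.19) did not pass. By camera with the preset correlation these lists were all shifted upward (adjusted p of 4.21e-08 for biogenesis, 1.44e-09 for the organellar r-proteins, 1.25e-09 and 2.30e-04 for their mitochondrial and plastid parts and 0.00564 for initiation factors). With an estimated correlation adjusted p was 0.190, 0.190, 0.190, 0.292 and 0.190. After quantile normalization of all arrays adjusted p was 0.15 for the plastid part and 0.114 for initiation factors.

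Histone mRNAs, among the most highly loaded in wild type with a median TL of 1.49, had a mean ΔTL of -0.39 over 21 probe sets, 15 of them lower. The 4 that passed were all lower, against 5 adjusted over the list alone, and all 4 were dim in the mutant. Among them HTB11, a histone H2B, fell by 1.27 and lost its call without any 1 of the rpl24b replicates. The camera adjusted p was 4.32e-04, and 0.457 with an estimated correlation. Without rpl24b replicate 3 the mean was -0.19 (adjusted p = 0.361), and among probe sets of 1 locus it was -0.31 (adjusted p = 0.132).

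Plastid-encoded mRNAs had a low TL in wild type (median -0.84). In the mutant 76 of 79 probe sets were lower still, with a mean ΔTL of -0.39 and means per replicate of -0.80, 0.19 and -0.57. The paper warns that the arrays favour polyadenylated mRNA and that in organelles polyadenylation precedes degradation. The TL of organelle-encoded genes may thus not stand for all of their mRNA. The Rubisco large subunit rbcL had a value of -1.16 ± 0.27 (SE, adjusted p = 0.0751). By limma 0 probe sets passed, over all probe sets and adjusted over the list alone, while 21 were lower with an unadjusted p under 0.05. The camera adjusted p was 6.93e-09 and 0.457 with an estimated correlation, and without wild-type replicate 1 the mean was -0.20 (adjusted p = 0.0546), and without rpl24b replicate 3 it was -0.24 (0.00185). Their 22 r-protein probe sets had a mean of -0.40 (adjusted p = 4.32e-04, and 0.457 with an estimated correlation), which was -0.18 (0.417) without wild-type replicate 1 and -0.19 (0.192) without rpl24b replicate 3. The other lists were not shifted in TL by camera. Mitochondrion-encoded genes had a mean of 0.11 and a median of -0.05 (adjusted p = 0.189), and without wild-type replicate 2 a mean of 0.19 (0.0314). Their direction is not settled, as the 3 members with a signal at or above the median, fewer than the 5 asked of a list, had a mean of -0.59 (0.0345). Their r-proteins had a mean of -0.19 (0.367), nuclear photosynthesis genes of 0.13 (0.0618, and 0.0261 without rpl24b replicate 2), pseudogenes of -0.07 (0.407, and -0.21 with 0.0410 at or above the median signal) and r-protein pseudogenes of -0.05 (0.817), and the last 2 turned positive with each array centred on its median.

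**Figure D4:**
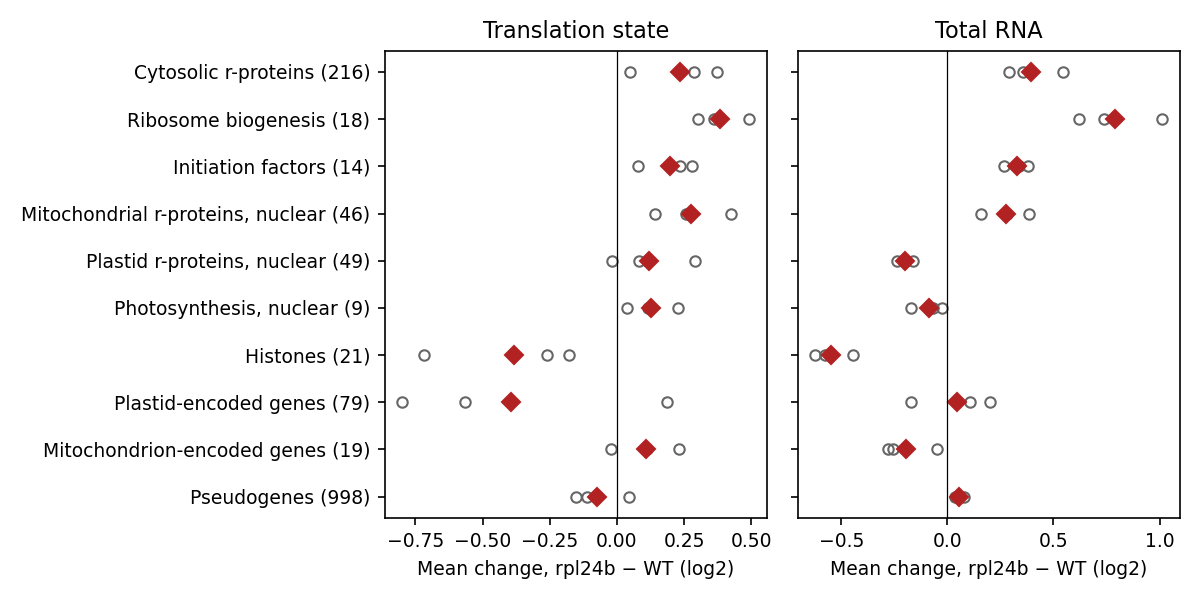
Mean change (rpl24b minus WT, log2) of gene lists in TL and in total RNA, with the number of probe sets in parentheses. Diamonds give the mean over 3 samples per genotype and circles the 3 same-numbered differences, which for plastid-encoded TL were -0.80, 0.19 and -0.57.

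Total RNA showed which transcripts differed in level between the mutant plants and wild type, whose strain the labels do not give. ESP, the epithiospecifier protein of glucosinolate breakdown, rose by 6.23 ± 0.26, and so did the stalk r-protein RPP2C (3.68 ± 0.15), the lipid-transfer-like proteins EARLI1 (3.54 ± 0.24) and AZI1 (3.27 ± 0.20) and ACC2, an acetyl-CoA carboxylase (3.09 ± 0.21). Among the falls were ECS1 (-5.92 ± 0.12), AT3G47250 (-6.14 ± 0.15), AT1G66100 (-5.88 ± 0.27), ZW9 (-5.36 ± 0.23), the lipid transfer protein LTP (-4.59 ± 0.09) and CNGC12 (-4.48 ± 0.15). The nuclear-encoded plastid r-proteins pRPL27 and pRPL9 fell by 3.1 and by 1.93, and HTB11 fell by 3.2. Each value has its SE over 3 samples per genotype, adjusted p lay between 2.88e-08 and 8.32e-05, and each call held when any 1 sample was left out.

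In total 661 probe sets changed TC at least 2-fold with adjusted p under 0.05, 340 higher and 321 lower. Without a fold minimum 3711 passed, 1911 higher and 1800 lower. Cytosolic r-protein transcripts had a mean change of 0.40, with 198 of 216 probe sets higher and replicate means of 0.29, 0.35 and 0.55. In 122 the transcript rose and in 4 it fell over all probe sets, and adjusted over the list alone in 152 and 5. RPS27aA (1.53 ± 0.16), RPS9C (1.37 ± 0.13) and RPL27A (1.2 ± 0.17) rose, and RPP0A fell by 2.11. All 18 probe sets of ribosome biogenesis were higher, with a mean of 0.79. In 12 the transcript rose over all probe sets and in 17 adjusted over the list alone. AT3G22660 (1.1 ± 0.18) and AT3G12860 (1.16 ± 0.26) were among those at least 2-fold higher, both losing that call without rpl24b replicate 3. Initiation factors had a mean of 0.33, 11 of 14 higher, with 4 passing upward and 6 adjusted over the list alone, and AT2G04520 rose by 0.75 ± 0.09. Nuclear-encoded mitochondrial r-proteins had a mean of 0.28, 39 of 46 higher, 10 passing upward and 1 downward (17 and 1 adjusted over the list alone). Plastid r-proteins of the nuclear genome had a mean of -0.20, 40 of 49 lower, 9 passing downward and 3 upward (9 and 4 adjusted over the list alone). Histones had a mean of -0.55, 14 of 21 lower, 6 passing downward and 2 upward (7 and 3 adjusted over the list alone).

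By camera with the preset correlation these 6 lists were shifted in TC (adjusted p of 3.82e-21 for cytosolic r-proteins, 6.20e-09 for biogenesis, 0.00327 for initiation factors, 1.15e-05 for mitochondrial r-proteins, 2.50e-04 for plastid r-proteins and 0.00247 for histones). With an estimated correlation adjusted p was 0.512, 0.512, 0.371, 0.632, 0.191 and 0.371. The organellar r-proteins together had a mean of 0.03 (adjusted p = 0.787), which was -0.01 without rpl24b replicate 3. Plastid-encoded genes had a mean of 0.05 with a test direction downward (0.835), and this mean was -0.47 (7.81e-05) without wild-type replicate 1 and 0.49 (0.0123) without rpl24b replicate 1, -0.11 without rpl24b replicate 2 and -0.24 without rpl24b replicate 3. Among them psbM, of photosystem II, fell by 1.70 and pRPS4 rose by 2.55, a call that ended with trend and robust in eBayes. Their r-proteins had a mean of 0.43 (0.187, and 0.00188 with the replicate number as a block), which was 0.77 (0.00543) without rpl24b replicate 1, 0.69 (0.00680) without wild-type replicate 2, 0.66 (0.0217) without wild-type replicate 3 and -0.08 (0.612) without wild-type replicate 1. Mitochondrion-encoded genes had a mean of -0.20 (0.0755, and 0.0281 with the block, 0.0328 after quantile normalization and 0.0420 among probe sets of 1 locus), and adjusted p was also under 0.05 when any 1 sample was left out except wild-type replicate 2 and rpl24b replicate 1. Their r-proteins had a mean of -0.16 (0.391), and -0.32 (0.0424) without wild-type replicate 1. Photosynthesis genes had a mean of -0.09 (0.264), pseudogenes of 0.05 (0.212, and 0.0376 without rpl24b replicate 1) and r-protein pseudogenes of -0.04 (0.629).

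Changes in TL and in TC of the same genes were compared. Across all probe sets the Pearson r of both changes was 0.002 and Spearman's rho 0.03, and across the 216 cytosolic r-protein probe sets they were 0.04 and -0.07. Across the 138 probe sets called in TL they were -0.29 and -0.37. Genes are not independent replicates. Of the 57 probe sets with a higher TL, 7 were called higher and 17 lower in TC, and of the 81 with a lower TL, 23 were called higher and 15 lower. Of the 17 with higher TL and lower TC, 15 were dim in the mutant, and of the 23 with lower TL and higher TC, 17 were dim in wild type.

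By fraction, 655 probe sets changed in polysomal RNA, 389 higher and 266 lower, and 789 in nonpolysomal RNA, 479 higher and 310 lower. With each array centred on its median, which moved the median change of all probe sets in NP by -0.15, the 744 probe sets called in NP were 303 higher and 441 lower. Cytosolic r-protein mRNAs had a mean change of 0.53 in PL, with 200 of 216 probe sets higher (camera adjusted p = 2.24e-35, and 0.211 with an estimated correlation), and of 0.30 in NP, with 156 higher (1.20e-04, and 0.886 with an estimated correlation). RPL29A and RPS30A, which had a lower TL, were at 1.47 and 1.65 in NP beside 0.38 and 0.24 in PL.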

Values the study reported

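The study reported 138 differentially translated genes for rpl24b at a false discovery rate of 5% among all 22,746 probe sets, and its methods also asked for a change of at least 2-fold. Its set grew to 155 when genes from 3 additional prefilters were added. Of the mRNAs for r-proteins, 16 changed their ribosome loading in rpl24b at that rate.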

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

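The 138 calls in TL kept their size within 1.5-fold in 12 of 18 alternatives, over a range from 61 without rpl24b replicate 3 to 204 with no fold minimum. Leaving out 1 sample gave 61 to 145, the most without wild-type replicate 2. Probe sets of 1 locus alone gave 85, and leaving out probe sets dim in 1 genotype, which was not planned, gave 69. The model over 12 arrays kept all 44 calls of named genes in TL. The deposited translation states kept them too, but they differ from the values used by at most 0.001, so this was built in, also in the count of 12 of 18. Leaving out 1 sample ended 17 of these 44 and 9 of 48 in TC, with 0 reversed.

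Of the 14 alternatives for the 661 calls in TC, 10 stayed within 1.5-fold. A minimum signal gave 399, probe sets of 1 locus 369, a 1.5-fold minimum 1967 and no fold minimum 3711. The 655 calls in PL became 430 with a minimum signal and 370 among probe sets of 1 locus, and the 789 in NP became 450 among probe sets of 1 locus. The fall of RPL24B lay between -6.59 and -6.41 in 12 alternatives.

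With the replicate number as a block there were 148 calls in TL, 682 in TC, 661 in PL and 791 in NP. The block made the shifts of plastid-encoded r-proteins and of mitochondrion-encoded genes in TC pass, raised CPC to a call in TL (adjusted p = 0.0249) and ended that of SK6 (0.0504). In NP it made mitochondrion-encoded genes pass (0.0444, against 0.0623 without it), and it changed no other call among the lists and the genes named in the text. CPC and SK6 had TC signals near background in wild type (3.32 and 2.56), so their TL there does not measure loading.

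Camera depended on the correlation assumed between genes, and fry answers another question, as it tests a list against no change and not against other genes. The means stay as they are, and adjusted p with camera's estimated correlation and then by fry is given for cytosolic r-proteins in TL (mean 0.24, adjusted p = 0.205 and 0.110), nuclear-encoded organellar r-proteins in TL (0.19, 0.190 and 0.110), plastid-encoded genes in TL (-0.39, 0.457 and 0.240), cytosolic r-proteins in TC (0.40, 0.512 and 0.0559) and ribosome biogenesis in TC (0.79, 0.512 and 0.0559). In TL 9 lists passed with the preset correlation, 0 with the estimated one and 0 with fry, and in TC 6, 0 and 3. The plastid-encoded mean in TL went from -0.56 without rpl24b replicate 2 to -0.20 without wild-type replicate 1.

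The correlation of both changes was -0.022 after quantile normalization, 0.053 with a minimum signal and 0.018 with TC from replicate 3 alone. Alternatives on coding length and upstream open reading frames were not run.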

Other observations

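The closing tests were written before their values were seen, except the test of dim signals, which was written after the calls were known, and the 4-fold minimum in the definition of lost and gained transcripts, which was also added after. In wild type the paralogs of r-protein families were loaded very differently. TL was -2.59 for RPS12B and 1.08 for RPS12C, -1.45 for RPS15aA and 1.79 for RPS15aB, and -1.14 for RPL7D and 0.85 for RPL7A. Histone mRNAs had a median TL of 1.49 and nuclear-encoded plastid r-proteins of 0.94, while cytosolic r-proteins had 0.16, plastid-encoded mRNAs -0.84 and mitochondrion-encoded mRNAs -0.91.

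Most of the largest TL changes belonged to mRNAs like RPP0A, AT5G56380 and CNGC12, dim in the mutant, and AT2G15560 and AT5G15360, dim in wild type, which may owe their change to the array rather than to ribosomes. Near the floor of the array PL and NP approach the same background and their log2 ratio is pulled towards 0. The slope of the TL difference on the TL of the bright genotype was -0.611 over the 980 probe sets dim in 1 genotype. It was -0.0345 and -0.140 where neither genotype was dim. The median TL of called mRNAs in their dim genotype was -0.09. These values fit this cause, but the slope cannot decide it. A genotype counted as bright if either its PL or its NP signal reached the threshold. Noise in 1 fraction could thus both select a probe set and set its TL, which steepens the slope too. CAC2, ACX5, RPL18aC and CRK22 were not dim in either genotype, and 70 of the 138 calls were of that kind. A quantitative PCR of RPP0A and AT2G15560 in the same fractions would tell both causes apart, since a change in loading would show there with the same size.

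A set of 37 probe sets was lost in the mutant and 12 were gained, with all 9 arrays of 1 genotype above and all 9 of the other below the array medians and at least 4-fold in TC. Among the lost were the resistance genes RPP4 (-4.88), SNC1 (-3.57), WRR4 (-3.16), CSA1 (-3.09) and RPP13 (-2.21), and among the gained ACC2 and PRR3 (2.14). The deletion at RPL24B could remove transcripts, but only 2 of the 32 lost ones with 1 locus, RPL24B and SRPK4, lay within 30 named array loci of it (6.25%, 95% exact interval 0.766 to 20.8), which argues against it as the cause of most. A variant between the Ws mutant and a wild type of another strain could also silence a probe. The lost transcripts lay on all 5 chromosomes, but any cause not tied to 1 locus would give that too. Pseudogenes were more frequent among lost and gained probe sets together than among other expressed ones (odds ratio 39.02, 95% interval 3.95 to 200, Fisher's exact test p = 0.00185). This fits a strain variant but does not single it out. The test used only the 33 lost or gained probe sets that the platform's list names. It rests on 2 pseudogenes, both lost (odds ratio 85.5 for the lost alone, 95% interval 7.79 to 557). Of these AT4G16870 lies in locus order between RPP4 and SNC1, which were lost too, so these may not be independent. The gained ones alone leave it open (0, 95% interval 0 to 516). Genomic DNA of both plants on the same array would separate probe failure from lost expression.

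Cytosolic r-protein mRNAs that were poorly loaded in wild type, RPL18aC, RPL13D and RPL7D among them, gained more in the mutant. Mean ΔTL was 0.48, 0.24 and -0.02 in 3 groups from the lowest to the highest wild-type TL (Pearson r = -0.435 and Spearman's rho = -0.377 over 216 probe sets). Shared wild-type values could produce this by regression to the mean, but with the 2 axes from different wild-type replicates r was -0.408, -0.422 and -0.333, on average -0.388, which argues against it. Among 10000 random lists matched on signal 0% had an r as low, and their median was -0.067, which argues against a relation of all mRNAs. These lists were not matched on the spread of wild-type TL, which also bears on the size of r. RPP0A, the lowest of the r-protein list in wild-type TL (-3.1) and dim in the mutant, was kept in all of these values. The upward shift of the list might come from the NP array of wild-type replicate 2 or from dim probe sets, yet the mean ΔTL was 0.22 without that replicate and 0.25 over the 192 members with a mean signal at or above the median, and both argue against. The correlation ran over all 216 probe sets and was not computed within families, so it does not show that paralogs became more alike. In the L3 family RPL3A, with a wild-type TL of -0.23, rose by 1.28, and RPL3B, at -0.83, did not rise. The paper proposes that mRNAs with a TL already near its maximum in wild type could rise no further, which was not tested here. Ribosome footprints of RPL18aC and RPL13D in both genotypes would test a change in their loading. Equal footprint density per mRNA in both would rule it out.

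All 10 splits of the 6 samples into groups of 3 were compared, too few for a share under 0.05. Every split but the real one holds both genotypes in each group. A genotype difference then raises the spread within groups and shrinks the mean change, so few calls there are built in. Only the rank of the real split can be read, not the size of the gap. The replicate numbers pair the samples, and only 4 splits, the real one included, part all 3 pairs. The highest other values were taken over both kinds of split. By limma the real split gave 138 calls in TL, 661 in TC, 655 in PL and 789 in NP, against 0 at most in any other, and with unadjusted p under 0.05 it gave 2839, 6706, 6942 and 5078 against at most 1044, 1037, 940 and 921. In each of these it was the only 1 as large. The same held for cytosolic r-proteins in TL (0.236, highest other 0.203) and in TC (0.396 and 0.233), for nuclear-encoded organellar r-proteins in TL (0.193 and 0.155) and for ribosome biogenesis in TC (0.790 and 0.513). For plastid-encoded genes in TL 3 splits were as large, the real one with -0.393 included. The largest other in size was -0.518 (the sign of such a split is arbitrary), so the lower TL of plastid-encoded genes may be a difference between samples.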
